# DLEU1 promotes oral squamous cell carcinoma progression by activating interferon-stimulated genes

**DOI:** 10.1038/s41598-021-99736-5

**Published:** 2021-10-14

**Authors:** Yui Hatanaka, Takeshi Niinuma, Hiroshi Kitajima, Koyo Nishiyama, Reo Maruyama, Kazuya Ishiguro, Mutsumi Toyota, Eiichiro Yamamoto, Masahiro Kai, Akira Yorozu, Shohei Sekiguchi, Kazuhiro Ogi, Hironari Dehari, Masashi Idogawa, Yasushi Sasaki, Takashi Tokino, Akihiro Miyazaki, Hiromu Suzuki

**Keywords:** Oral cancer, Head and neck cancer, Long non-coding RNAs, Oncogenes

## Abstract

Long noncoding RNAs (lncRNAs) are deeply involved in cancer development. We previously reported that DLEU1 (deleted in lymphocytic leukemia 1) is one of the lncRNAs overexpressed in oral squamous cell carcinoma (OSCC) cells, where it exhibits oncogenic activity. In the present study, we further clarified the molecular function of DLEU1 in the pathogenesis of OSCC. Chromatin immunoprecipitation-sequencing (ChIP-seq) analysis revealed that DLEU1 knockdown induced significant changes in the levels of histone H3 lysine 4 trimethylation (H3K4me3) and H3K27 acetylation (H3K27ac) in OSCC cells. Notably, DLEU1 knockdown suppressed levels of H3K4me3/ H3K27ac and expression of a number of interferon-stimulated genes (ISGs), including IFIT1, IFI6 and OAS1, while ectopic DLEU1 expression activated these genes. Western blot analysis and reporter assays suggested that DLEU1 upregulates ISGs through activation of JAK-STAT signaling in OSCC cells. Moreover, IFITM1, one of the ISGs induced by DLUE1, was frequently overexpressed in primary OSCC tumors, and its knockdown inhibited OSCC cell proliferation, migration and invasion. These findings suggest that DLEU1 exerts its oncogenic effects, at least in part, through activation of a series ISGs in OSCC cells.

## Introduction

Most oral cancers are classified as oral squamous cell carcinoma (OSCC). According to the latest GLOBOCAN statistics in 2020, there were 377,713 new cases (2.0% of all cancers) reported, leading to 177,757 deaths from disease (1.8% of all cancers) worldwide^1^. The treatment modalities used for oral cancers include surgery, chemotherapy, radiation therapy and immunotherapy, applied alone or in some combination, depending on the location and/or stage of the disease. Although these treatments can be effective, they are often unsatisfactory with advanced or recurrent disease, and the 5-year survival rate among oral cancer patients remains approximately 50%. Molecularly targeted therapies, such as cetuximab (monoclonal antibody for EGFR), are reportedly effective against inoperable and chemotherapy-resistant oral cancers^2,3^. However, molecularly targeted therapies may have specific adverse side-effects, including skin contusions and infusion reactions^2^. In addition, the effectiveness of cetuximab in head and neck squamous cell carcinomas (HNSCCs) is limited due to the multiple mechanisms, including activation of receptor tyrosine kinases and EGFR gene polymorphism, associated with their pathogenesis^4,5^. Consequently, there is still a need to identify novel therapeutic targets in oral cancer.

Genome and transcriptome analyses have revealed that only 2% of the genome is translated into protein, while a large number of non-coding RNAs (ncRNAs) are transcribed from the remaining genomic regions. Moreover, recent studies have demonstrated that ncRNAs, including microRNAs (miRNAs) and long non-coding RNAs (lncRNAs), are deeply involved in the pathogenesis of various disorders, including cancers^6,7^. We previously reported that deleted in lymphocytic leukemia 1 (DLEU1) is a novel OSCC-related lncRNA^8^. DLEU1 is frequently overexpressed in OSCC cell lines, and its knockdown strongly suppresses proliferation, migration, invasion, and in vivo tumor formation by OSCC cells. Levels of DLEU1 expression are elevated in a majority of primary OSCC tumors, and high DLEU1 expression is associated with shorter overall survival in HNSCC patients^8^. 

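In the GRCh37 (hg19) annotation, DLEU1 is a lncRNA gene on the plus strand of chromosome 13 from 50656305 to 51480992. Its canonical transcript starts at 50656307 and has 6 exons, of which exon 1 spans 50656307 to 50656693. The DLEU2 gene, a lncRNA on the minus strand from 50530806 to 50699856, overlaps this start, and several of its transcripts begin just upstream of it. In HSC3 cells transfected with a control siRNA, a ChIP-seq peak region of H3K27ac ran from 50656320 to 50657318, within exon 1 and intron 1 of DLEU1, and another from 50653874 to 50656117, on the DLEU2 side. The strongest H3K27ac region at any annotated DLEU1 TSS lay elsewhere, from 50760017 to 50760958, at an annotated TSS inside the gene.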

Because DLEU1 is located on chromosome 13q14.3, a region frequently deleted in hematopoietic malignancies, DLEU1 was initially identified as a candidate tumor suppressor gene^9,10^. More recently, however, its elevated expression and oncogenicity have been reported in multiple tumor types, including gastric cancer, breast cancer, hepatocellular carcinoma, and renal cell carcinoma^11–14^. Collectively, these results suggest DLEU1 acts as an oncogenic lncRNA in solid tumors and that it could be a potential therapeutic target. In the present study, therefore, we aimed to further clarify the molecular function of DLEU1 and its role in the pathogenesis of OSCC.

## Results

### DLEU1 depletion induces histone modification changes in OSCC cells

In a majority of the OSCC cell lines tested, DLEU1 expression was elevated as compared to normal tongue tissue (Supplementary Fig. S1a). To identify downstream targets of DLEU1 in OSCC cells, we first tested the effect of DLEU1 depletion on gene expression and genome-wide histone modification. After confirming that transfecting OSCC cell lines (HSC3, KON and Ca9-22) with siRNA targeting DLEU1 (siDLEU1-1 or siDLEU1-2) depleted its expression (Supplementary Fig. S1b), we performed chromatin immunoprecipitation-sequencing (ChIP-seq) to assess genome-wide histone H3 lysine 4 trimethylation (H3K4me3) and H3K27 acetylation (H3K27ac) in HSC3 cells transfected with siDLEU1-2 or a control siRNA (Fig. 1a). 

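HSC3 is an established OSCC cell line. Cells were collected 72 h after transfection, and 1 library was made for each siRNA and each mark, so no value below has a replicate check and no p-value is given. The authors mapped the reads to hg19 with bowtie2, called peaks in each library with MACS2 and deposited 4 peak lists. Each list gives the position of a peak, its fold enrichment over the local background and the −log10 of its p and q. These values are the authors' own, and apart from the estimate of depth, they were used here at the paper's claims only to rank or filter peaks within a list. On chromosomes 1 to 22 and X, the H3K27ac lists held 19705 regions in control cells and 17672 in cells transfected with siDLEU1-2, and the H3K4me3 lists held 58582 and 56943. The largest q in the lists was 0.0486.

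The number of reads is not stated in the lists, but it can be recovered from them, because MACS2 computes the fold enrichment and the p of a peak from the same whole number of fragments. With this number solved for each peak, the p of 100% of the peaks was matched in each list. Under the assumption of a mappable genome of 2.7 Gb and a fragment as long as the shortest region, the H3K27ac libraries came to 21.5 M reads in control cells and 29.4 M in siDLEU1-2 cells, and the H3K4me3 libraries to 28.4 M and 22.3 M. Both control lists gave a control library of 7.18 M reads, and both siDLEU1-2 lists gave 6.73 M. The paper's text does not name the control library used for peak calling, and the input libraries were not analysed here. The median number of fragments at a summit was 75 and 68 in the H3K27ac lists and 47 and 41 in the H3K4me3 lists, in the same order.

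A gene was counted as marked when a region overlapped the 1 kb on either side of any of its annotated TSSs. The 24135 genes used were GENCODE protein-coding and lncRNA genes with a curated RefSeq transcript, a set chosen after the peak lists had been read but before any TSS was examined. Fold enrichment cannot be compared between lists, so each gene was given the percentile rank of its strongest region within its list, from 100 for the top region to 0 for no region. A fall in percentile therefore means a lower place within the list of that library. A change that affected all regions alike would not alter the order of the regions that were called, but it would lower the percentile to 0 wherever a weak region was no longer called. It would also lower the percentile of the regions that remained, as fewer weaker regions would lie below them. The baseline is thus not 0. The random lists described below for H3K27ac had a median change of −4.67. At DLEU1 itself, the strongest regions of both marks lay at an annotated TSS inside the gene and not at the canonical TSS. Their percentile was 86.3 in control cells and 87.2 in siDLEU1-2 cells for H3K27ac, and 99.3 and 98.9 for H3K4me3. The region within exon 1 and intron 1 went from 47.4 to 56.2 for H3K27ac and from 68.0 to 53.9 for H3K4me3. The wide region on the DLEU2 side went from 62.7 to 56.1 for H3K27ac and from 75.3 to 59.2 for H3K4me3. An siRNA acts on the transcript, so these values do not measure the knockdown.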

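In HSC3 cells, the covered length and the width of regions differed more between the siRNAs for H3K27ac than for H3K4me3. H3K27ac regions covered 17.3 Mb in control cells and 12.4 Mb in siDLEU1-2 cells, with a ratio of 0.714, and their median width was 750 and 608 bp. For H3K4me3, 45.2 and 41.4 Mb were covered, with a ratio of 0.917, and the median width was 532 and 502 bp. The covered length of H3K27ac moved most when only peaks with a −log10 q of at least 10 were kept, to a ratio of 0.625.

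Of the H3K27ac regions in control cells, 77.8% were overlapped by at least 1 bp of a region in siDLEU1-2 cells (95% Wilson interval 77.2 to 78.4, which covers the counting of regions only). In the other direction, 98.8% of the regions in siDLEU1-2 cells were overlapped (98.6 to 98.9), so few H3K27ac regions were called in these cells alone. The H3K4me3 lists were closer to symmetrical, with 76.4% (76.0 to 76.7) and 78.8% (78.5 to 79.1). The unmatched H3K27ac regions of control cells were mostly weak, with a median percentile of 13.9.

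At TSSs, 13595 genes had an H3K27ac region in control cells and 12869 in siDLEU1-2 cells. In control cells alone 764 genes had one, against 38 in siDLEU1-2 cells alone. At the 12831 genes with a region in both lists, the median width was 1114 bp in control cells and 796 bp in siDLEU1-2 cells. H3K4me3 regions were found at 13671 and 13609 genes, with 443 in control cells alone and 381 in siDLEU1-2 cells alone. The share of canonical TSSs that lay inside a region peaked at 48.0% for H3K27ac in control cells and at 43.4% in siDLEU1-2 cells. For H3K4me3 it peaked at 45.3% in control cells and at 46.3% in siDLEU1-2 cells.

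**Figure D1:**
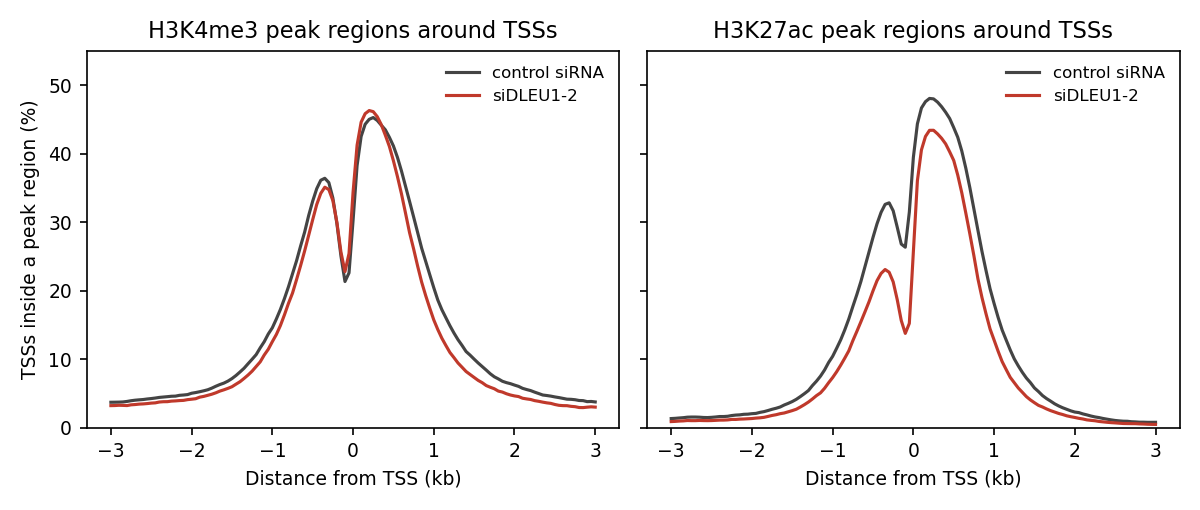
Share of 24020 canonical TSSs (%) that lay inside an H3K4me3 (left) or H3K27ac (right) peak region at each distance from the TSS (kb), in HSC3 cells transfected with a control siRNA (grey) or siDLEU1-2 (red), 1 library each. At the TSS itself the share for H3K27ac was 39.5% in control cells and 25.7% in siDLEU1-2 cells, and for H3K4me3 it was 30.2% and 34.3%.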

Metagene plot analysis of the transcription start sites (TSSs) of all RefSeq genes revealed that levels of H3K4me3 were moderately elevated while those of H3K27ac were significantly decreased in HSC3 cells, which suggests a number of genes are transcriptionally downregulated by DLEU1 depletion (Fig. 1b). Heatmaps of the 300 selected genes with decreased H3K27ac levels at their TSS regions are shown in Fig. 1c (Supplementary Table S1). 

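The genes of the heatmaps are listed in a supplementary table that was not used here. To look at the same kind of set, the 13595 genes with an H3K27ac region at the TSS in control cells were ordered by the change in H3K27ac percentile rank, and the 300 with the largest falls were taken. Their falls ranged from −93.4 to −48.2 percentile points. The median percentile of these genes was 83.3 in control cells and 21.6 in siDLEU1-2 cells, and 25 of them had no H3K27ac region in siDLEU1-2 cells. Because neighbouring genes can share a region, the 300 genes stood for 252 different regions. An H3K4me3 region was present in control cells at 296 of them, and at these the median change in H3K4me3 percentile was −11.5, with 238 lower. At the other 13375 genes with H3K4me3 it was 0.383. The lists of both marks gave the same control depth for each siRNA, so a change in local control signal enters both marks. With H3K4me3 regions ranked by recovered fragments, a number that does not involve the control, the median change at the same 296 genes was −0.739, against 0.388 at the other genes.

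The largest falls were at RRP15, GNRH2, ANKUB1, MAN2A1-DT and MIR1302-9HG. At RRP15, on chromosome 1 from 218458635 to 218511325, the region was 1313 bp wide in control cells and 1372 bp wide in siDLEU1-2 cells, and its percentile fell from 96.5 to 3.12. Fold enrichment depends on the local control signal as well as on the H3K27ac reads. When regions were instead ranked within each list by the recovered number of fragments at the summit, a ranking chosen after the values had been seen, the change was −5.40 points at RRP15, −86.7 at GNRH2, −96.5 at ANKUB1, −72.1 at MAN2A1-DT and −99.9 at MIR1302-9HG. GNRH2, ANKUB1 and MIR1302-9HG had no region within 1 kb of a TSS in siDLEU1-2 cells. For these 3 either ranking gives only the loss of the rank in control cells. The ranking by fragments therefore does not separate the control signal from the H3K27ac reads at them. Under it, 60 of the 300 genes were again among the 300 largest falls. At the 4 genes other than RRP15 the size of the fall depended on the window. With 3 kb on either side of the TSS the change was −42.1 points at GNRH2, 4.73 at ANKUB1, −11.5 at MAN2A1-DT and −37.2 at MIR1302-9HG. From the change of the marks around TSSs (Fig. 1b), the paper proposes that DLEU1 depletion lowers the transcription of a number of genes.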

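A list of 17 interferon signaling-related genes was taken from the paper's figures before the data were examined. It held MX2, OAS2, OASL, IFI27, XAF1, HLA-F, IFITM3, ADAR, MT2A, IRF4, IFIT1, IRF9, IFIT3, IFITM1, IFI6, MX1 and OAS1. All but IRF4 had an H3K27ac region at the TSS in control cells. Among these 16 genes, the percentile of H3K27ac was lower in siDLEU1-2 cells at 13, and 5 had no region left. The median change was −15.2 percentile points. Of 10000 random lists of the same size, drawn from genes with an H3K27ac region and matched on the decile of the control rank, 2.16% had a median as low or lower, and 95% of them lay between −14.8 and 4.75. Genes are not replicates, so this describes the libraries only. The 17 genes were also not chosen independently of the knockdown. The paper shows the genes of its Fig. 2a as downregulated by siDLEU1-2 in OSCC cell lines that include HSC3. It also names IFIT1, IFI6 and OAS1 among the genes with lower levels of both marks. The random lists hold genes that were not selected in this way, here and below. With only peaks of a −log10 q of at least 10, the median change was −16.3 and 16.05% of the random lists were as low.

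For H3K4me3, the percentile was lower at 13 of 16 genes with a region in control cells, 3 of which had no region left. The median change was −13.9, and 0% of the random lists were as low. In a longer list of 57 interferon-stimulated genes, the median change was −21.2 for H3K27ac at 55 genes and −10.7 for H3K4me3 at 53 genes, and again 0% of the random lists were as low.

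Among the 300 genes with the largest falls in H3K27ac percentile, 4 were on the list of 17 (IFI27, OAS1, IFI6 and OASL). The median of the random lists was 0 such genes, and 0.04% of them held as many. At OAS1, on chromosome 12 from 113343661 to 113371024, the H3K27ac region of control cells ranked at percentile 68.3 and no region was called in siDLEU1-2 cells. Not all of the genes fell, and the H3K27ac percentile rose from 71.5 to 98.6 at IFITM3, by 18.0 points at ADAR and by 6.67 points at IRF9. At ADAR, IFIT3 and MX1 the strongest H3K27ac regions of the 2 lists did not overlap and lay at different TSSs of the gene, so the change is not that of a single place. With regions ranked by recovered fragments the changes were −1.56 at IFITM3, 1.10 at ADAR and −29.4 at IRF9.

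**Figure D2:**
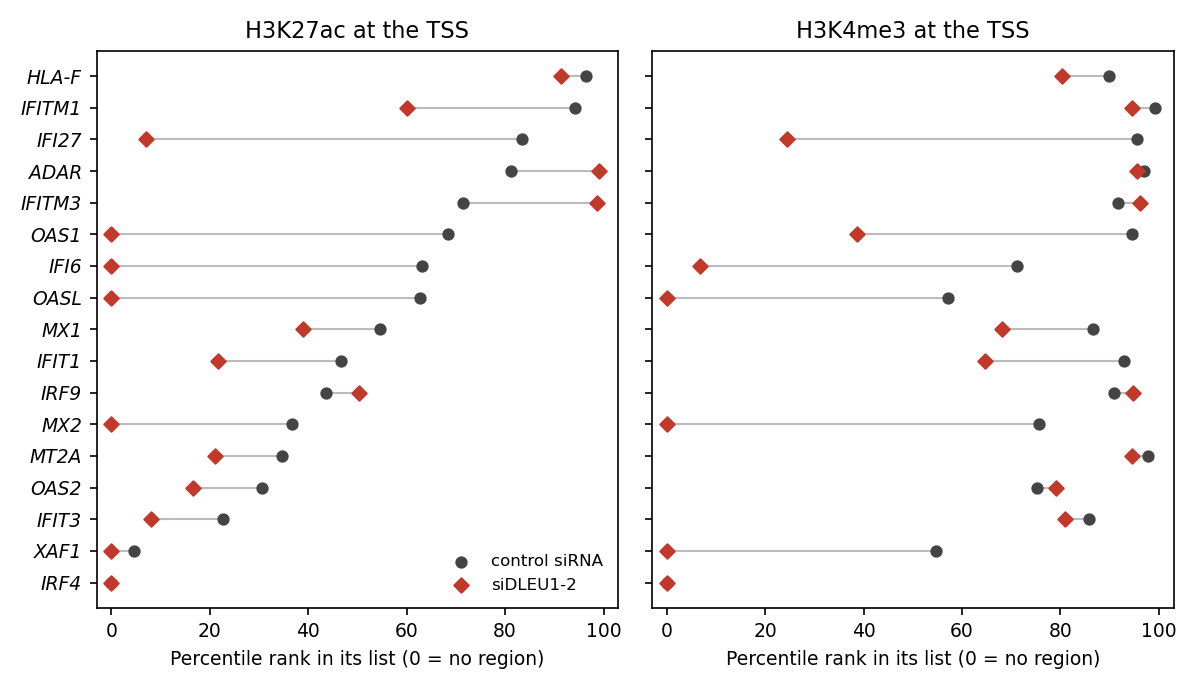
Percentile rank of the strongest H3K27ac (left) and H3K4me3 (right) region at the TSS of each of the 17 genes, in HSC3 cells transfected with a control siRNA (grey circles) or siDLEU1-2 (red diamonds), 1 library each, with 0 for no region. The percentile is lower in siDLEU1-2 cells at 13 genes for each mark. The regions compared do not overlap at ADAR, IFIT3 and MX1 for H3K27ac and at IFITM1 and IFI6 for H3K4me3.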

Gene ontology and pathway analyses suggested that genes associated with interferon signaling were significantly enriched among the selected genes (Fig. 1d). 

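IFITM1 is a protein-coding gene on the plus strand of chromosome 11 from 310041 to 315272. An H3K27ac region from 313942 to 315891 covered the canonical TSS at 314040 and both exons of that transcript in control cells, and ranked at percentile 94.1. In siDLEU1-2 cells the region ran from 314037 to 315040 and ranked at 60.2. Its width was 1950 bp in control cells and 1004 bp in siDLEU1-2 cells. The H3K4me3 region over this TSS in control cells was 3220 bp wide. In siDLEU1-2 cells 2 separate regions of 802 and 1093 bp lay in its place. How reads shared by IFITM1 and its paralog IFITM3 were placed is not known, as the reads were not analysed here.

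IFIT1 lies on the plus strand of chromosome 10 from 91152303 to 91166244. Its H3K27ac region was 1344 bp wide in control cells, spanned exon 1 and part of intron 1, and ranked at percentile 46.7. Only 267 bp upstream of the canonical TSS, from 91152009 to 91152275, were called in siDLEU1-2 cells, at percentile 21.7. With regions ranked by recovered fragments the change in percentile was −9.41. The percentile of the strongest H3K4me3 region fell from 93.0 to 64.7.

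IFI6 lies on the minus strand of chromosome 1 from 27992575 to 27998723. In control cells an H3K27ac region of 587 bp, from 27998159 to 27998745, covered exon 1 and ranked at percentile 63.0. No H3K27ac region was called within 3 kb of the TSS in siDLEU1-2 cells, which means that the signal did not pass the authors' threshold and not that it was absent. The H3K4me3 list of control cells had a region of 350 bp at exon 1 and another of 539 bp upstream. Only the upstream one was overlapped in siDLEU1-2 cells, by a region of 197 bp, and the percentile of the strongest region fell from 71.1 to 6.77. This fall compares different places, as the strongest region of control cells was the one at exon 1. At the upstream place the percentile fell from 41.2 to 6.77.

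**Figure D3:**
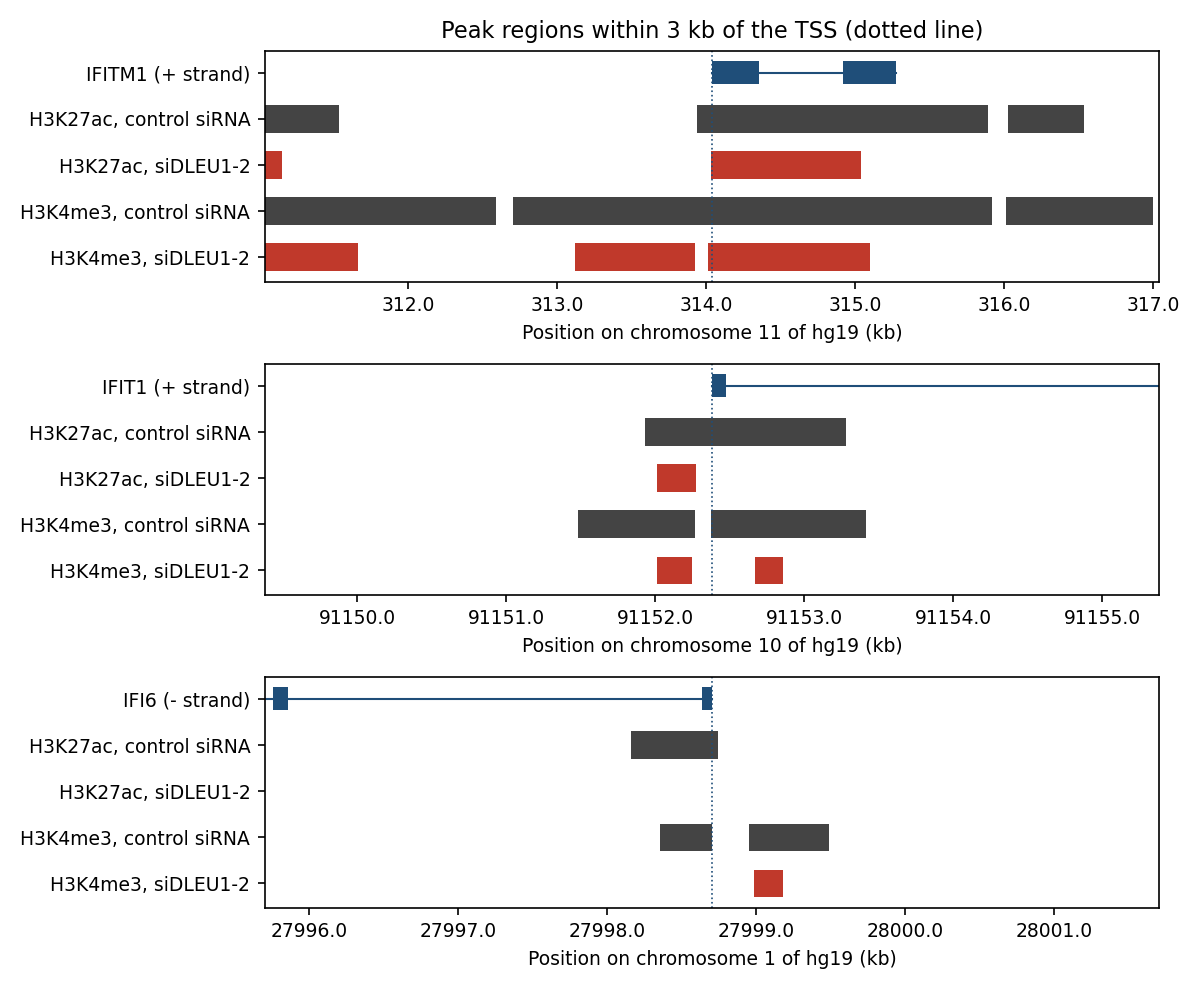
Peak regions within 3 kb of the canonical TSS (dotted line) of IFITM1, IFIT1 and IFI6 on hg19 (position in kb), with exons as blue boxes, in HSC3 cells transfected with a control siRNA (grey) or siDLEU1-2 (red), 1 library each. H3K27ac regions were narrower in siDLEU1-2 cells at IFITM1 (1004 bp) and IFIT1 (267 bp), and none was called at IFI6.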

ChIP-seq results with representative interferon signaling-related genes confirmed the decreased levels of H3K27ac and H3K4me3 at their TSS regions (Fig. 1e, Supplementary Fig. S1c). Downregulation of H3K27ac and H3K4me3 by a second independent siRNA targeting DLEU1 (siDLEU1-1) was then further confirmed with ChIP-quantitative PCR (ChIP-qPCR; Fig. 1f, Supplementary Fig. S1d).

**Figure 1:**
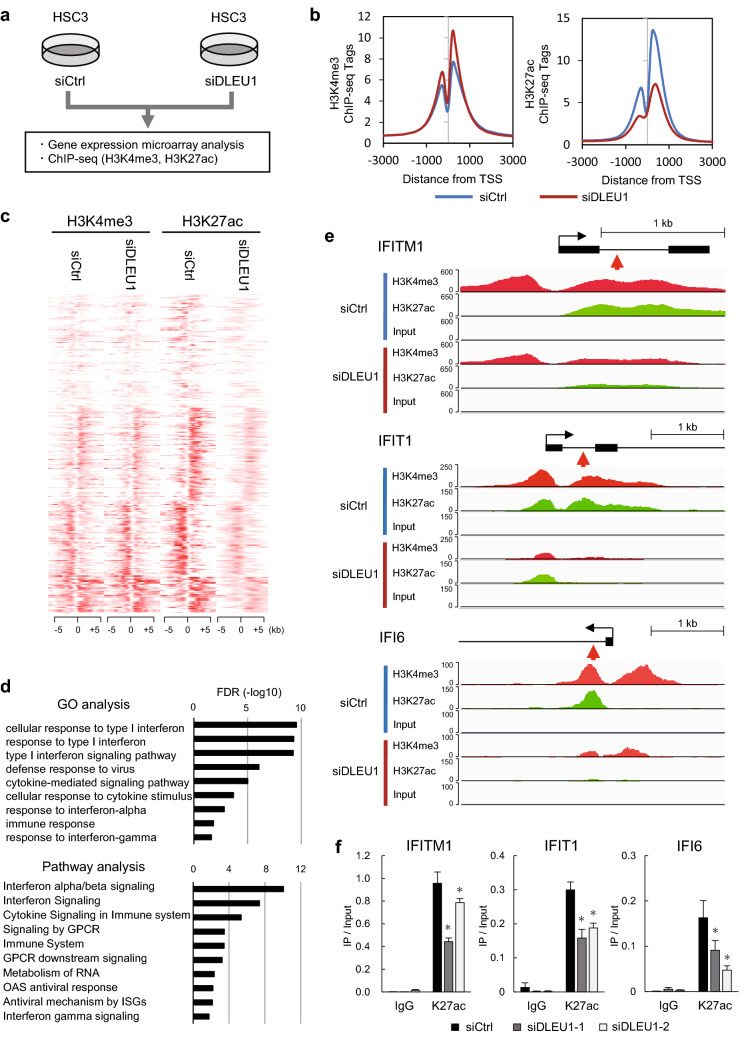
Effects of DLEU1 depletion on histone modification in OSCC cells. (**a**) Workflow of the current study. HSC3 cells were transfected with an siRNA targeting DLEU1 (siDLEU1-2) or a control siRNA, after which microarray and ChIP-seq analyses were performed. (**b**) Metagene plots of H3K4me3 (left) and H3K27ac (right) around the transcription start site (TSS) regions of RefSeq genes in HSC3 cells transfected with the indicated siRNA. (**c**) Heatmaps showing levels of H3K4me3 and H3K27ac around the TSS regions of 300 selected genes. (**d**) Results of Gene Ontology (GO) and pathway analyses of the 300 selected genes. (**e**) ChIP-seq results of representative genes in HSC3 cells transfected with the indicated siRNAs. Gene structures are shown at the top. Red arrows indicate locations analyzed by ChIP-qPCR. (**f**) Results of ChIP-qPCR analysis showing levels of H3K27ac at TSS regions of the indicated genes in HSC3 cells transfected with the indicated siRNA. *P < 0.05.

### DLEU1 regulates interferon signaling-related genes in OSCC cells

We next investigated whether the changes in histone modifications are associated with the expression levels of the genes. Upon reanalyzed the gene expression microarray results obtained from three OSCC cell lines (HSC3, KON and Ca9-22) in our previous study, we found that a series of interferon signaling-related genes were downregulated in cells transfected with siDLEU1-2 (Fig. 2a)^8^. Gene Set Enrichment Analysis (GSEA) confirmed that genes associated with interferon signaling were significantly downregulated by DLEU1 knockdown in OSCC cells (Fig. 2b,c, Supplementary Fig. S2a,b). Suppression of representative interferon-stimulated genes (ISGs) by two independent siRNAs targeting DLEU1 was confirmed by quantitative reverse transcription-PCR (qRT-PCR; Fig. 2d, Supplementary Fig. S2c).

**Figure 2:**
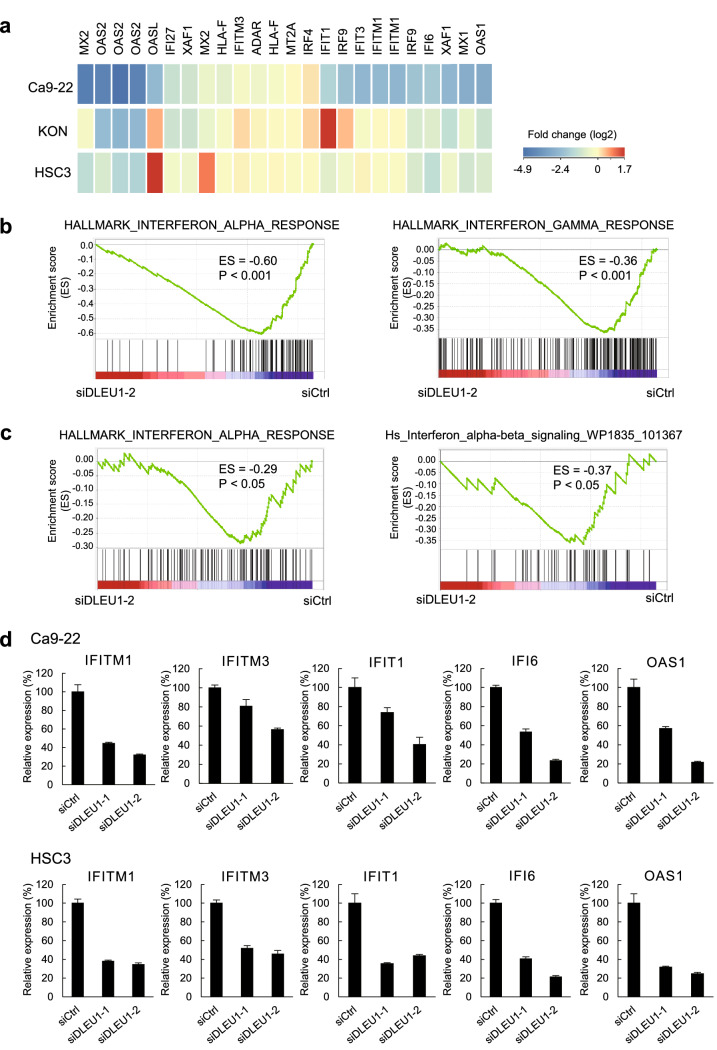
Suppression of interferon signaling-related genes in OSCC cells with DLEU1 knockdown. (**a**) Heatmaps showing microarray results of interferon signaling-related genes in OSCC cell lines with DLEU1 knockdown. Results are normalized to cells transfected with control siRNA. (**b**, **c**) Results of GSEA of the indicated gene sets in Ca9-22 (**b**) and HSC3 (**c**) cells with DLEU1 knockdown. (**d**) Results of qRT-PCR analysis of the indicated ISGs in Ca9-22 (upper) and HSC3 (lower) cells transfected with the indicated siRNA.

To further validate the above findings, we next analyzed the effect of ectopic DLEU1 expression on the gene expression profile in OSCC cells. Microarray analysis of Ca9-22 cells revealed that knocking down DLEU1 downregulated 2515 probe sets (2171 unique genes), while ectopic DLEU1 expression upregulated 1097 probes (969 unique genes), and 301 probes (227 unique genes) overlapped between them (Fig. 3a). Pathway analysis of genes selected from among those affected by DLEU1 suggested that interferon α/β signaling genes were significantly enriched among them (Fig. 3b). Microarray and qRT-PCR analyses confirmed that overexpression of DLEU1 also upregulated ISGs in other OSCC cell lines (Fig. 3c, Supplementary Fig. S3). Moreover, ChIP-qPCR analysis revealed that ectopic DLEU1 expression upregulated levels of H3K27ac at ISGs in OSCC cells, though changes in H3K4me3 levels were marginal (Fig. 3d,e).

**Figure 3:**
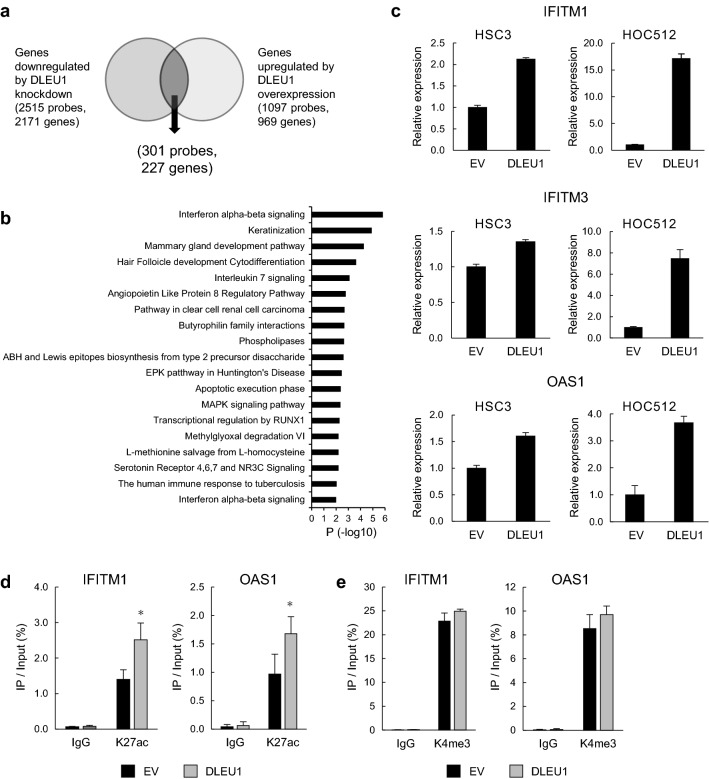
Effects of DLEU1 overexpression on expression and histone modification at ISGs in OSCC cells. (**a**) Venn diagram showing genes downregulated by DLEU1 knockdown and/or upregulated by DLEU1 overexpression detected by microarray analysis of Ca9-22 cells. (**b**) Pathway analysis of selected genes from (**a**). (**c**) qRT-PCR analysis of representative ISGs in the indicated OSCC cells infected with an empty lentivirus vector (EV) or DLEU1 expression vector. (**d**, **e**) ChIP-qPCR analysis showing levels of H3K27ac (**d**) and H3K4me3 (**e**) at TSS regions of the indicated genes in HSC3 cells infected with the indicated lentivirus vectors. *P < 0.05.

### DLEU1 upregulates interferon receptor genes and phosphorylation of STAT1

The results described above suggest that DLEU1 may activate interferon signaling in OSCC cells, though the underlying mechanism remains unclear. Our microarray analysis suggests that several genes encoding interferon receptors were downregulated by DLEU1 knockdown in OSCC cells (Supplementary Fig. S4a). We therefore performed qRT-PCR analysis and found that levels of IFNAR1 and IFNGR2 expression were decreased by DLEU1 knockdown but were increased by ectopic DLEU1 expression in multiple OSCC cell lines (Fig. 4a,b). By contrast, we observed no significant changes in transcription of interferon genes (data not shown). We also observed that levels of phosphorylated STAT1 were decreased in OSCC cells after DLEU1 knockdown (Fig. 4c, Supplementary Fig. S4b). Notably, total STAT1 levels were also suppressed in OSCC cells transfected with siDLEU1-2, which exerted a stronger knockdown effect than siDLEU1-1 (Fig. 4c, Supplementary Fig. S4b). Conversely, levels of phosphorylated STAT1 were elevated in OSCC cells ectopically expressing DLEU1 (Fig. 4d). Luciferase assays using an interferon-stimulated response element (ISRE) reporter confirmed that JAK-STAT signaling was activated by ectopic DLEU1 expression in OSCC cells (Fig. 4e). These results suggest that DLEU1 activates interferon receptor signaling in OSCC cells.

**Figure 4:**
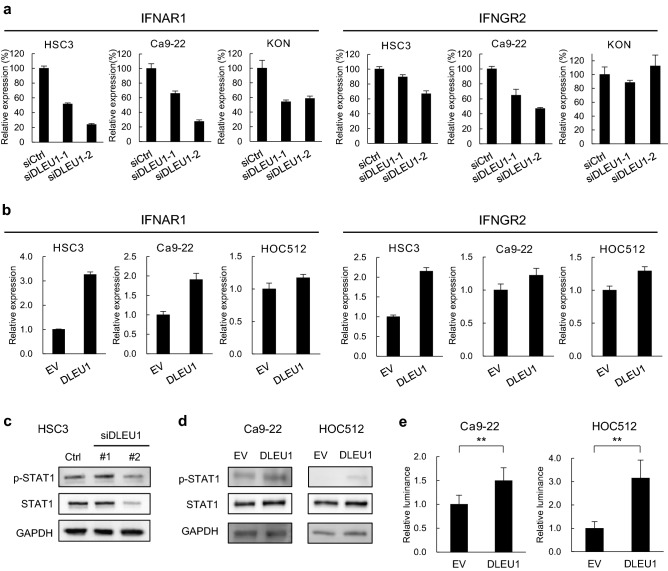
DLEU1 upregulates interferon receptor genes and activates JAK-STAT signaling in OSCC cells. (**a**) qRT-PCR analysis of IFNAR1 (left) and IFNGR2 (right) in OSCC cell lines transfected with the indicated siRNAs. (**b**) qRT-PCR analysis of IFNAR1 (left) and IFNGR2 (right) in OSCC cell lines transfected with the indicated vectors. (**c**, **d**) Western blot analysis of total and phosphorylated STAT1 in the indicated OSCC cells with DLEU1 knockdown (**c**) or ectopic DLEU1 expression (**d**). (**e**) Results of ISRE reporter assays in OSCC cells transfected with the indicated vectors. **P < 0.01.

### Functional analysis of DLEU1 and IFITM1 in OSCC cells

In an earlier study, we showed that DLEU1 knockdown suppresses OSCC cell proliferation, migration and invasion^8^. To confirm the oncogenic function of DLEU1, we investigated the effect of DLEU1 overexpression on OSCC cell proliferation. After ectopic expression of DLEU1 mediated by a lentiviral vector was confirmed with qRT-PCR (Fig. 5a), we found that it promoted cell viability and colony formation in multiple OSCC cell lines (Fig. 5b,c).

**Figure 5:**
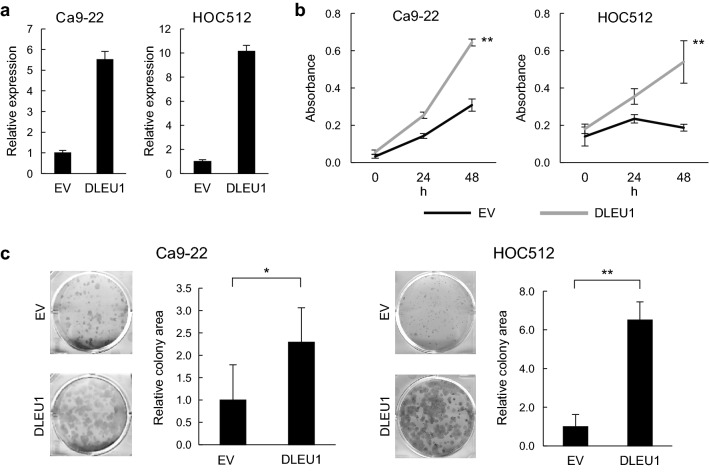
Effects of ectopic DLEU1 expression on OSCC cell proliferation. (**a**) qRT-PCR analysis of DLEU1 in OSCC cells infected with an empty lentivirus vector (EV) or a DLEU1 expression vector. (**b**) Results of cell viability assays in OSCC cells with the indicated lentivirus vectors. (**c**) Results of colony formation assay in OSCC cells infected with indicated lentivirus vectors. *P < 0.05, **P < 0.01.

Recent studies have shown that several ISGs are involved in cancer progression^15,16^. Analysis of HNSCC datasets from The Cancer Genome Atlas demonstrated that expression levels of multiple ISGs are higher in primary tumors than normal tissues (Supplementary Fig. S5a). We also found that expression of IFITM1 (interferon-induced transmembrane protein 1), an ISG upregulated by DLEU1 in OSCC cells, is higher in primary OSCC tumors than corresponding normal tissues (Supplementary Fig. S5b,c). Moreover, levels of DLEU1 expression correlated positively with those of IFITM1 in the primary OSCC tissues (Supplementary Fig. S5d). We therefore selected IFITM1 for further functional analysis. Transfecting OSCC cells with an siRNA targeting IFITM1 (siIFITM1-1 or siIFITM1-2) effectively depleted both IFITM1 mRNA and protein (Fig. 6a,b, Supplementary Fig. S5e). IFITM1 knockdown inhibited OSCC cell proliferation (Fig. 6c, Supplementary Fig. S5f.) and suppressed migration by HOC512 cells and invasion by HSC3 and HOC512 cells (Fig. 6d,e). These results suggest that DLEU1 exerts its oncogenic effects, at least in part, through activation of ISGs in OSCC cells (Fig. 6f).

**Figure 6:**
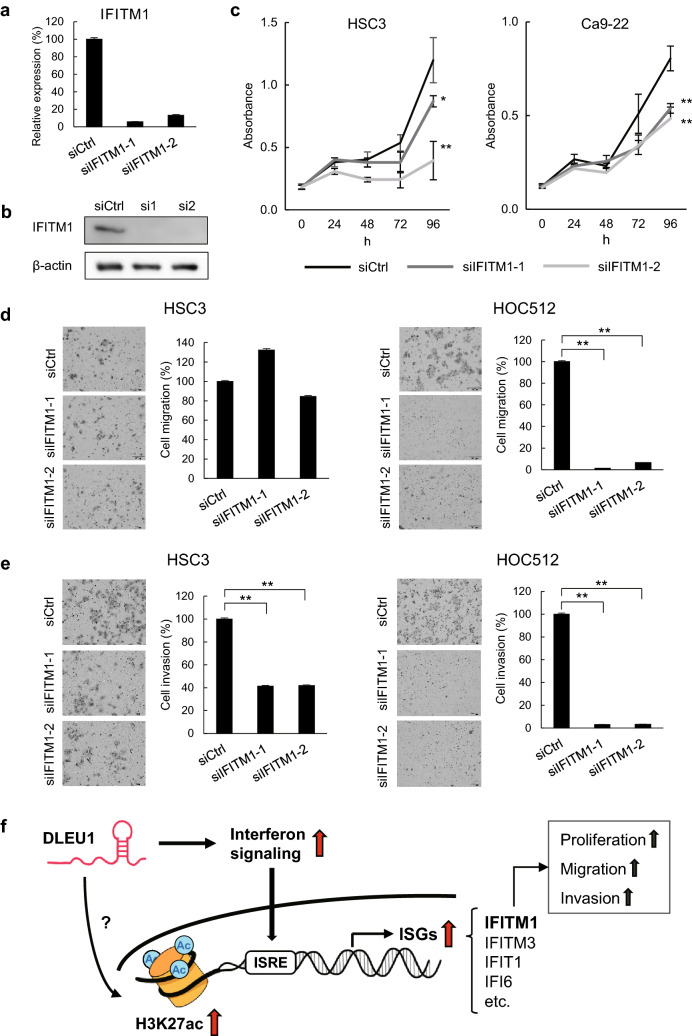
Functional analysis of IFITM1. (**a**) qRT-PCR analysis of IFITM1 in HSC3 cells transfected with the indicated siRNA. (**b**) Western blot analysis of IFITM1 in HSC3 cells transfected with the indicated siRNA. (**c**) Cell viability assays in OSCC cells transfected with the indicated siRNA. (**d**, **e**) Migration (**d**) and invasion (**e**) by OSCC cells transfected with the indicated siRNA. (**f**) A potential role of DLEU1 in OSCC cells. DLEU1 activates interferon signaling and transcription of ISGs, which may promote tumorigenesis. DLEU1 may also affect histone modification at target genes. *P < 0.05, **P < 0.01.

## Discussion

Studies recently showed that DLEU1 is upregulated in various types of cancer and contributes to tumor development and chemoresistance. For instance, DLEU1 is upregulated in colorectal cancer (CRC) and recruits SMARCA1 to epigenetically activate a downstream target gene, KPNA3, which leads to CRC progression^17^. DLEU1 promotes proliferation, migration and invasion by epithelial ovarian cancer cells by interacting with miR-490-3p and altering expression of its target genes, including CDK1^18^. DLEU1 also promotes migration, invasion and EMT by breast cancer cells by targeting miR-300^19^. In bladder cancer, DLUE1 promotes cell proliferation and invasion and confers cisplatin resistance by regulating the miR-99b/HS3ST3B1 axis^20^. And more recently, DLEU1 was shown to promote tumorigenesis in OSCC through regulation of the miR-149/CDK6 axis^21^. Analysis of data from The Cancer Genome Atlas indicated high DLEU1 expression correlated with a poor prognosis in a pan-cancer cohort^22^. Taken together, these reports suggest that DLEU1 promotes tumorigenesis in various organs and that its molecular function varies among tissues.

LncRNAs are involved in a variety of biological processes, including development, cell proliferation, cell cycling, apoptosis and differentiation^23^. LncRNAs exert their effects within physiological and pathological processes acting as various molecular mediators, including guides that recruit target proteins to specific loci, decoys for target proteins or sponges of miRNAs, and scaffolds for creating protein complexes and influencing post-translation modifications^23^. Several lncRNAs are known to act as epigenetic regulators and to promote tumorigenesis by altering histone modifications at their target genes. For instance, nuclear paraspeckle assembly transcript 1 (NEAT1) directly interacts with BRG1 and silences GADD45A gene via modulating H3K27me3 and H3K4me3 in the promoter region^24^. CDKN2B-AS1 recruits CREB-binding protein (CBP) and SET and MYND domain-containing 3 (SMYD3) and activates the target gene NUF2 by upregulating H3K27ac and H3K4me3^25^. One recent study showed that upregulation DLEU1 is associated with increased levels of H3K4me3 and H3K27ac at its promoter region in multiple cancer cell lines, and DLEU1 also upregulates its neighboring gene SRP4 (KPNA3) by increasing H3K27ac at the SRP4 locus^22^. In the present study, we found that DLEU1 depletion alters levels of H3K4me3 and H3K27ac in the TSS regions of a large number of genes in OSCC cells. Notably, a series of ISGs were significantly enriched among the affected genes.

ISGs are induced by several types of interferons, and it is well known that interferons exhibit antitumor activities via direct effects on cancer cells or activation of immune cells mediating antitumor immunity^26^. Secreted interferons bind to cell surface interferon receptors and activate the JAK-STAT signaling cascade. STAT family proteins phosphorylated and activated by JAK form homo- or heterodimers, localize to the nucleus, bind to specific elements in the promoter region of a series of ISGs, and upregulate their transcription^27^. Recent studies revealed that several ISGs exert oncogenic effects that are independent of innate immunity. For instance, interferon alpha-inducible protein 6 (IFI6) is reportedly necessary for oncogenic NRAS-induced transformation and melanoma growth^15^. KLF7 promotes pancreatic cancer growth and metastasis by upregulating ISGs that include IFI6, interferon-induced protein with tetratricopeptide repeats 1 (IFIT1) and IFIT3^28^. IFITM3 promotes bone metastasis in prostate cancer by activating TGF-β signaling^29^. In addition, IFITM3 was recently shown to promote malignant transformation of B cells by amplifying PI3K signaling^30^. Potential oncogenic functions of ISGs were also observed in OSCC. IFIT1 and IFIT3 reportedly promote OSCC metastasis, though their overexpression enhances the antitumor effect of gefitinib by increasing levels of phosphorylated EGFR^16^. In the present study, we found that IFITM1, which is one of the ISGs upregulated by DLEU1, contributes to OSCC cell proliferation, migration and invasion.

IFITM1 expression is stimulated by interferons and plays a role in antiviral immune responses^31,32^. However, recent studies have shown that IFITM1 is also associated with the development and progression of multiple types of malignancies and that it is a potential prognostic marker and therapeutic target. For instance, overexpression of IFITM1 has been observed in colorectal, ovarian and esophageal cancers^33–35^, and is associated with poor differentiation and poorer outcomes in CRC^36^. IFITM1 is also reportedly one of the ISGs associated with resistance to chemotherapy and radiotherapy in breast cancer^37^. Consistent with those observations, a recent study showed that IFITM1 is a radioresistance-related gene in oral cancer and that a combination of IFITM1 knockdown and radiotherapy effectively inhibited survival of OSCC cells^38^. Within the context of those reports, our findings suggest that the oncogenic function of DLEU1 is mediated, at least in part, through activation of a series of ISGs, including IFITM1.

There are several limitations to this study. First, we found that depletion of DLEU1 led to significant downregulation of H3K27ac in a large number of TSS regions in OSCC cells, but the underlying mechanism is not fully understood. Downregulation of interferon signaling may be responsible for the decreased H3K4me3/H3K27ac levels in ISGs, but the mechanism to downregulate genes unrelated to interferon signaling remains unclear. It is also possible that DLEU1 directly alters histone modification at target genes through interaction with epigenetic modifiers. Second, the mechanism by which DLEU1 activates interferon signaling in OSCC cells is not fully elucidated. Upregulation of interferon receptor genes may be one of the mechanisms, but DLEU1 may also activate JAK-STAT1 signaling via unknown molecular activity. Further studies, including identification of molecules that interact with DLEU1 in OSCC cells, will be required to address these issues. Third, it remains unclear whether DLEU1 inhibition increases the efficacy of other treatments, including chemotherapy and molecularly targeted therapies. Further studies, including in vivo experiments, will be necessary to clarify the oncogenic effect of DLEU1 and its usefulness as a therapeutic target in OSCC.

In summary, we found that DLEU1 activates a number of interferon signaling-related genes in OSCC cells. Genes upregulated by DLEU1 include multiple ISGs whose oncogenic functions have been reported in human malignancies (e.g., IFITM1). Although recent studies revealed the elevated expression and tumor promoting functions of DLEU1 in various solid tumors, the present study is the first to show that DLEU1 exerts its effects, at least in part, through activation of ISGs. These results suggest DLEU1 is a potential therapeutic target in OSCC, and further studies to clarify its clinical usefulness are warranted.

## Materials and methods

### Cell lines and tissue samples

OSCC cell lines, HSC3, Ca9-22, KON (obtained from the Japanese Collection of Research Bioresources, Tokyo, Japan) and HOC521 (kindly provided by Dr. N. Kamata, Tokushima University, Tokushima, Japan) were cultured as described previously^8,39^. A series of 32 samples of primary OSCC tissue and 17 samples of adjacent nontumorous tissue were obtained as described^8^. Total RNA was extracted using an RNeasy Mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions.

### Reverse transcription-PCR

Single-stranded cDNA was prepared using PrimeScript RT Master Mix Perfect Realtime (TaKaRa Bio, Kusatsu, Japan). qRT-PCR was performed using PowerUp SYBR Green Master Mix (Invitrogen by Thermo Fisher Scientific) with a 7500 Fast Real-Time PCR System (Thermo Fisher Scientific). Relative expression levels of the target gene were determined using an endogenous housekeeping gene beta-2-microglobulin (B2M) as an internal control. All primers were designed using Primer3 (https://bioinfo.ut.ee/primer3-0.4.0/). The sequences of the primers are listed in Supplementary Table S2.

### siRNA and expression vectors

Predesigned and custom-designed siRNAs were purchased from Sigma-Aldrich (St Louis, MO, USA). siRNAs (20 µM) were transfected into OSCC cell lines using Lipofectamine RNAiMax (Thermo Fisher Scientific, Waltham, MA, USA) according to manufacturer’s instructions. The siRNA sequences are listed in Supplementary Table S3. The full-length DLEU1 cDNA was amplified by PCR using cDNA derived from KON cells as a template and then cloned into pLenti6/V5‐DEST. Lentiviral expression vectors (lenti-DLEU1 and an empty vector) were constructed using a ViraPower Lentiviral Expression System (Thermo Fisher Scientific). OSCC cells were infected with lentivirus vectors and selected for 2 weeks using 6 mg/ml blasticidin (Thermo Fisher Scientific).

### Chromatin immunoprecipitation (ChIP)

Chromatin immunoprecipitation (ChIP) was performed as described previously^40^. Cells were transfected with siRNAs as described above and incubated for 72 h. Aliquots of cells (1 × 10^6^) were then fixed and crosslinked, after which samples were immunoprecipitated for 12 h at 4 °C using a rabbit anti-acetylated histone H3 lysine 27 (H3K27ac) pAb (#39,133; Active Motif, Carlsbad, CA, USA), a rabbit anti-trimethylated histone H3 lysine 4 (H3K4me3) mAb (#04–745; Merck, Darmstadt, Germany), or normal mouse IgG (#140–09,511, Fujifilm, Tokyo, Japan), which served as a control. For ChIP-seq analysis, samples were sequenced using an Ion Proton System (Thermo Fisher Scientific). Sequencing data were mapped to the human genome hg19 using bowtie2, after which peaks were called using MACS2 and were annotated using HOMER v4.11. ChIP-seq results were visualized using Microsoft Excel, Java TreeView and Integrative Genomics Viewer. ChIP-qPCR was carried out using PowerUp SYBR Green Master Mix (Thermo Fisher Scientific). The sequences of the PCR primers are listed in Supplementary Table S2. The Gene Expression Omnibus accession number for the microarray data is GSE178613.

### Gene expression microarray analysis

OSCC cells were infected with lentivirus vectors as described above. Gene expression microarray analysis was carried out using SurePrint G3 Human GE microarray v3 (Agilent Technologies) as described previously^41^. The microarray data were analyzed using GeneSpring GX version 13 (Agilent Technologies). The Gene Expression Omnibus accession number for the microarray data is GSE178613.

### Cell viability assays

OSCC cells (5 × 10^3^ cells/well in 96 well plates) were transfected with siRNAs or infected with lentiviral vectors as described above. Cell viability assays were carried out using a Cell Counting kit-8 (Dojindo, Kumamoto, Japan) according to the manufacturer’s instructions.

### Cell migration and invasion assays

Cell migration and invasion assays were performed as described previously^8^. Briefly, OSCC cells were transfected with siRNAs as described above and incubated for 48 h. Transwell chambers were used for cell migration (BioCoat Control Insert 24-well plate 8.0 μm; Corning Inc., Corning, NY, USA) and invasion (BioCoat Matrigel Invasion Chamber 24-well plate 8.0 μm; Corning Inc.) analyses. The numbers of migrated or invaded cells were determined microscopically by counting in eight randomly selected microscopic fields per membrane.

### Luciferase assays

To establish an ISRE reporter (pNL3.2-ISRE), a pNL3.2-NF-κB-RE vector (Promega, Madison, WI, USA) was digested with SacI and BglII to remove the NF-κB-responsive element, after which a DNA fragment containing ISRE was cloned into the vector. OSCC cells were infected with lenti-DLEU1 or empty vector as described above. Cells (1 × 10^5^ cells/well in 96-well plates) were then transfected with 12.5 ng of pGL4.53 (Promega) and 37.5 ng of pNL3.2-ISRE using Lipofectamine 3000 (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer's instructions. Luciferase activities were measured 24 h after transfection using a Nano-Glo Dual-Luciferase Reporter assay system (Promega).

### Western blot analysis

Western blot analysis was performed as described previously^42^. A mouse monoclonal anti-β-actin mAb (1:5000 dilution, #A5441; Sigma-Aldrich, St. Louis, MO, USA), a mouse monoclonal anti-GAPDH mAb (1:5000 dilution, Proteintech, Rosemont, IL, USA), a rabbit anti‐STAT mAb (1:1000 dilution, Cell signaling Technology, Danvers, MA, USA), a rabbit anti-pSTAT mAb (1:1000 dilution, Cell signaling Technology), and a rabbit anti-IFITM1 pAb (1:1000 dilution, Cell signaling Technology) were used. Signals were detected using HRP‐conjugated secondary antibodies (Cell Signaling Technology). Luminescent signals were detected using an ImageQuant LAS‐4000 mini image reader (GE Healthcare Japan, Tokyo, Japan).

#### Data analysis

RNA sequencing (RNA-seq) data from HNSCC in The Cancer Genome Atlas datasets were obtained from UCSC Xena (http://xena.ucsc.edu/). Quantitative variables were analyzed using Student’s t test. Values of *P* < 0.05 (2 sided) were considered statistically significant. Statistical analyses were carried out using EZR version 1.32 (Saitama Medical Center, Jichi Medical University, Saitama, Japan).

## Supplementary Information

Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

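ChIP-seq of H3K27ac and H3K4me3 in HSC3 cells was examined 72 h after transfection with a control siRNA or siDLEU1-2, with 1 library for each siRNA and mark. The authors mapped Ion Proton reads to hg19 with bowtie2, called peaks in each library with MACS2 and deposited the peak lists. The fold ratio in these lists is the enrichment over local background that MACS2 gave the authors, not comparable between lists. The −log10 p and −log10 q in the deposited lists are also those of MACS2. The score column of the deposited lists, a display value, was not used. The settings of MACS2 are not named in the paper's text. The 2 input libraries were not analysed here. Positions were set against GRCh37, and no peak ended past the end of its chromosome.

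Peaks on chromosomes 1 to 22 and X were used. No peaks of a list overlapped each other. Regions were compared by overlap of at least 1 bp, by covered length and by the percentile rank of fold enrichment within each list. TSSs were those of all GENCODE transcripts of 24135 genes with a curated RefSeq transcript under the same symbol, 19140 of them protein-coding and 4995 lncRNAs, and a window of 1 kb on either side was used. Lists of genes were compared with 10000 random lists of the same size, matched on the decile of the control rank. No p-value was computed, because there is 1 library per condition. Intervals of shares are 95% Wilson intervals and cover the counting of regions only.

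The genes named were those the paper names for ChIP-seq, ISGs or receptors, the genes of Fig. 2a, and the 5 genes with the largest fall and the 5 with the largest rise in H3K27ac percentile rank at the TSS. One of them is not reported here. B2M, BTG2, CCNG1 and DLEU2 fall outside this rule and were chosen after their values were seen.

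Depth was recovered from the fold enrichment and p of each peak, which MACS2 computes from the number of fragments at the summit, a factor that scales the reads to the control, and the local background. On simulated lists, the fragment number was recovered exactly for 99.9% of 10978 peaks. Recovered depth in reads rests on an assumed genome size of 2.7 Gb, but ratios between libraries of the same fragment length do not. The overlap and random-list functions were tested on simulated data. Known overlap shares were recovered without error over 19705 regions. Of 40 simulated lists of 16 genes lowered by 20 points, 40 fell in the lowest 5% of random lists, and 2 of 40 unchanged lists did.

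The alternatives were a −log10 q of at least 10, regions within 1 kb stitched, all sequences, equal numbers of regions, an overlap of at least 50% of both regions, windows of 3 and 5 kb, 1 TSS per gene, rank by −log10 p, a longer list of interferon-stimulated genes, and random lists without matching. These were set before the data were examined. Protein-coding genes only, rank by recovered fragments, and the ratio of recovered coverage were added after the data were seen, as were the alternatives for single genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.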

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

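The tests of sequencing depth and of control depth below were chosen after the depths had been seen.

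The paper examines TSSs, and regions away from the TSSs used here show a change that it does not report. The TSSs used were those of genes with a curated RefSeq transcript. Other GENCODE genes were left out, so some regions counted as away from TSSs may lie at a TSS of those genes. Of the 3684 H3K27ac regions of control cells more than 1 kb from any TSS used, 52.0% were not overlapped by a region in siDLEU1-2 cells. For the 16021 regions at the TSSs used, this share was 15.3%. The regions away from TSSs were weaker, with a median percentile of 22.4 against 57.2. Compared within deciles of rank, the mean difference in retention was −6.56 percentage points. This mean includes the top 3 deciles, where all regions of both kinds were retained and no difference can appear. In the lowest 4 deciles the differences were −13.3, −11.3, −15.7 and −13.9 points. Retention was lower away from TSSs in each of the lowest 7 deciles. The mean is smaller than the 10 points set for the test and includes deciles that cannot differ. The test therefore gives the direction at matched rank but does not settle the size. Regions away from TSSs were also narrower, with a median width of 407.5 bp against 848 bp. Width was not matched, so the lower retention is not separated from it.

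Several technical explanations for the unmatched H3K27ac regions were examined. Sequencing depth goes the other way, as the H3K27ac library of siDLEU1-2 cells had 1.37 times the reads of the control one. The depth of the control to which reads were scaled was similar, with a ratio of 0.937. GC content of the unmatched regions was lower than that of retained regions of the same rank decile by a difference of −3.42 percentage points, under the 5 set as a limit. The detection threshold remains, since the unmatched regions had a median percentile of 13.9 in the control list and a general fall in signal could push such regions below it. The pattern cannot be told apart from that explanation, and there is no second library to compare it with.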

How the results depend on the processing

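No paired analysis was possible because there is 1 library for each siRNA and mark. For the same reason no alternative leaves out a replicate. The causes of the changes below were not tested.

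The H3K27ac ratios of region number and covered length stayed under 1 in every alternative run. With a −log10 q of at least 10, the ratio of region numbers was 0.744, the ratio of covered length 0.625, the share of control regions overlapped 69.3% and the share of siDLEU1-2 regions 99.5%. Stitching within 1 kb gave 0.849, 0.744, 83.7% and 99.3%. Equal numbers of regions gave a covered length ratio of 0.740 and shares of 85.0% and 97.0%. Requiring 50% of both regions gave shares of 64.6% and 72.0%. Genes with an H3K27ac region at the TSS in control cells alone numbered 1941 with a −log10 q of at least 10 and 513 with equal numbers of regions, and genes with one in siDLEU1-2 cells alone numbered 22 under that setting and 124 with equal numbers of regions.

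For H3K4me3, the ratio of region numbers reversed, to 1.05 with a −log10 q of at least 10 and to 1.005 with stitching, so the lists give no direction for it. The covered length ratio was 0.964 at the stricter threshold. Shares of control regions overlapped were 83.1% at that threshold, 82.0% with stitching, 77.5% with equal numbers and 55.8% with 50% of both regions, and shares of siDLEU1-2 regions were 77.8%, 82.7%, 78.0% and 57.4%. Genes with a region in siDLEU1-2 cells alone numbered 792 at the stricter threshold, more than the 502 in control cells alone. With a window of 5 kb they numbered 486 against 450. In the other settings they were fewer than those in control cells alone, as with a window of 3 kb, at 452 against 473.

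The median change in H3K27ac percentile at the genes of Fig. 2a was −23.6 with ranks by −log10 p, −14.5 with a window of 5 kb and −33.0 with ranks by recovered fragments, and a window of 3 kb left it as it was. Random lists without matching and protein-coding genes only change the random lists and not this value. The longer list is a different set of genes, and the coverage ratio is a different measure. The fall no longer stood apart from random lists at a −log10 q of at least 10, where the median change was −16.3 and 16.05% of random lists were as low. For H3K4me3, at most 2.09% of the random lists were as low in any of these settings. Of the 300 genes with the largest falls, 217 were shared when regions were ranked by −log10 p, 262 and 255 with windows of 3 and 5 kb, and 60 with ranks by recovered fragments. Between 4 and 9 genes of Fig. 2a were among the 300 in these settings.

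Among single genes, whose alternatives were chosen after the data were seen, 17 changes in percentile reversed and 67 others moved in size. The H3K27ac changes by fold enrichment had been 0.871 at DLEU1, 2.45 at KPNA3, 27.1 at IFITM3, 10.4 at IFNGR2 and 6.67 at IRF9, and the H3K4me3 changes 4.57 at IFITM3, 5.91 at IFNGR2, 3.82 at OAS2 and 3.87 at IRF9. At IFNGR2 the H3K27ac change was also positive with ranks by −log10 p (5.41) and at the stricter threshold (7.01). Ranked by −log10 p, the H3K27ac change was −0.216 at DLEU1, −6.24 at KPNA3 and −12.6 at IRF9, and the H3K4me3 change −10.4 at OAS2 and −2.95 at IRF9. At the stricter threshold the H3K27ac change was −2.34 at DLEU1, −10.9 at KPNA3 and −4.71 at IRF9. Ranked by recovered fragments, it was −1.56 at IFITM3, −6.62 at IFNGR2 and −29.4 at IRF9, and the H3K4me3 change was −0.0404 at IFITM3, −1.59 at IFNGR2, −19.3 at OAS2 and −2.87 at IRF9. Within 3 kb of the TSS, the H3K4me3 change was −1.94 at IFNGR2 and the H3K27ac change was 4.73 at ANKUB1. No replicate gives the spread of a change in rank, which limits how small a change can be read at a single gene.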

Differences from the paper's values

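The paper's text gives no value for a measure computed here. The paper states that H3K4me3 at TSSs was higher after DLEU1 knockdown (Fig. 1b). The covered length of H3K4me3 was lower in siDLEU1-2 cells, with a ratio of 0.917, and the number of genes with an H3K4me3 region at the TSS was 13609 against 13671. Covered length and the ratios of region numbers below count all called regions, while the paper's plot shows levels around TSSs. They are therefore not the paper's measure. The recovered depth of the H3K4me3 library was also lower in siDLEU1-2 cells, at 22.3 M reads against 28.4 M in control cells. The share of canonical TSSs inside an H3K4me3 region was higher at the TSS itself, at 34.3% against 30.2%, and lower 1000 bp downstream, at 15.7% against 20.4%. With a −log10 q of at least 10, set before the data were examined, the ratio of region numbers was 1.05, and 792 genes had a region at the TSS in siDLEU1-2 cells alone against 502 in control cells alone. With a window of 5 kb, also set before, these numbers were 486 and 450. They went the other way with a window of 3 kb (452 and 473) and with 1 TSS per gene (331 and 415). Equal numbers of regions (397 and 431), stitching (381 and 443) and all sequences (383 and 443) also went that way. Stitching within 1 kb, set at the same time, gave a ratio of region numbers of 1.005. Without these settings the ratio was 0.972. Recovered coverage at the summit, chosen after the values were seen, had a median ratio of 1.16 for H3K4me3, or 1.24 adjusted for fragment length, which goes in the direction the paper states.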

Other observations

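These tests were chosen after the patterns they bear on had been seen: recovered coverage, rank by recovered fragments for both marks, the rearranged motifs and window GC content, and the p53 targets, whose list was written after the values of 3 of its genes had been seen.

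Recovered fragments at the summit, divided by the recovered number of reads, allow the libraries to be compared beyond ranks. This comparison was chosen after the data were seen. At 10410 pairs of H3K27ac regions shared by TSSs, coverage was lower in siDLEU1-2 cells at 99.0%, with a median log2 ratio of −0.79, or a ratio of 0.580. For H3K4me3 the median log2 ratio was 0.21 at 10881 pairs. Adjusted for the fragment lengths taken from the shortest regions, which differ between the libraries, the median log2 ratios were −0.70 for H3K27ac and 0.31 for H3K4me3. The spread of the H3K27ac log2 ratio at these pairs was 1.07 times what counting noise gives, against 1.71 for H3K4me3. Most of the H3K27ac pairs may therefore share 1 factor. Control regions without a partner do not enter this spread, so it does not describe them. Such a shift could come from a lower efficiency of the H3K27ac immunoprecipitation or from a general loss of the mark. Without a second library or a spike-in these cannot be told apart.

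As a list, the genes of Fig. 2a fell further than that shift. Their median log2 ratio of H3K27ac coverage was −1.32 at the 11 genes with a region in both lists, and 0% of the random lists were as low. The 11 include ADAR, IFIT3 and MX1, where the strongest regions in control and siDLEU1-2 cells lay at different TSSs. MX1, with a ratio of 0.401, holds the median, so that value does not compare a single place. The ratios next to it, 0.390 at IRF9 and 0.415 at HLA-F, compare overlapping regions and were also lower than the general ratio. Ranked by recovered fragments, the median change in percentile was −33.0 at 16 genes, and again 0% were as low. The local control signal therefore does not account for the median of the list. The median does not describe every gene. The coverage ratio was 0.806 at ADAR, 0.678 at IFIT3 and 0.611 at IFIT1, none of them lower than the general ratio. At ADAR and IFIT3 this ratio compares different TSSs. The effect of the ranking also differed between genes. At IFIT1 the change in percentile was −25.0 by fold enrichment and −9.41 by recovered fragments. At IFIT3 the fall was larger by recovered fragments, at −35.4 against −14.8. At the 5 genes with no H3K27ac region in siDLEU1-2 cells the control and the H3K27ac reads cannot be separated, since calling depends on both. The other controls were run on ranks by fold enrichment only, where 2.16% of the random lists were as low for H3K27ac. With random lists also matched on GC content, 3.01% were as low for H3K27ac and 0.01% for H3K4me3. With each region counted a single time the share for H3K27ac was 2.22%. Without IFITM1, IFITM3, HLA-F and MT2A, which have close copies, it was 0.51%. A loss of interferon-driven H3K27ac is a hypothesis that remains, from 1 library per siRNA. The paper shows the genes of Fig. 2a as downregulated by this siRNA, so the random lists do not test an independent choice of genes. The general fall in signal was not excluded as a contributor.

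In contrast, the 300 genes with the largest falls in fold enrichment rank were mostly different under the other ranking. Of them, 60 were again among the largest 300 when ranked by recovered fragments, fewer than the 150 set in advance, so the local control signal may account for many. Under that ranking 9 of 16 genes of Fig. 2a were among the 300. The fall in H3K4me3 rank at the 300 genes chosen by fold enrichment was also tied to the ranking, as the median change at 296 genes was −11.5 by fold enrichment and −0.739 by recovered fragments. Control signal shared by both marks is thus a candidate explanation for most of that fall.

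Unmatched H3K27ac regions carried the interferon-stimulated response element more often than retained ones. GAAANNGAAA was found in 22.2% of the 4371 unmatched regions with 500 bp on each side, against a median of 16.9% in 1000 draws of retained regions matched on rank, width and GC content, and the share was higher than in 100% of the draws. With GC content of the scanned window matched in deciles, the share was again above 100% of the draws, at 22.2% against 17.8%. Of 15 rearrangements with the same bases, 0 had an excess as large. Lying above 100% of the draws was not specific to the element, as GAAANNAAAG and AAAGNNAAAG did so under both ways of matching and AAAGNNGAAA under the first. Draws were made with replacement, and in the lowest decile of rank 18.9% of the control regions were retained. The same few retained regions were therefore drawn many times. The spread of the draws leaves out the uncertainty of so small a pool and is too narrow. As a ratio in the comparison with window GC content matched, the distinction was smaller, since the share with GAAANNAAAG was 1.23 times the matched draws and that with GAAANNGAAA 1.24 times. A preferential loss of interferon-responsive elements is a candidate explanation for part of the unmatched regions, which remain weak regions near the threshold.

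B2M, the internal control of the paper's qRT-PCR, was examined after its values had been seen. Its percentile fell from 95.7 to 57.0, and its region was 2436 bp wide in control cells and 463 bp wide in siDLEU1-2 cells. The H3K4me3 percentile fell from 95.7 to 83.1. B2M expression was not analysed here.

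The percentile of the strongest H3K27ac region at IFNAR1 was 73.2 in control cells and 93.7 in siDLEU1-2 cells, but these were 2 separate regions, from 34696486 to 34697120 and from 34697310 to 34697959 on chromosome 21. Summit coverage of the latter relative to the former was 0.839, and with regions ranked by recovered fragments the change was 7.14 points.

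The largest rises in H3K27ac percentile were at AEN (71.7 points), AARSD1, C19orf33, RAB26 and TOR1B. Ranked by recovered fragments the rises were 39.5 points at AEN, 21.5 at AARSD1, 18.4 at C19orf33, 49.8 at RAB26 and 12.8 at TOR1B. At RAB26 the strongest regions of the 2 lists did not overlap, and within 3 kb of the TSS the rise was 6.02 points. At BTG2, which like AEN is a p53 target, the percentile rose by 57.6 points. The ratio of summit coverage was 1.27 at AEN, 1.03 at C19orf33 and 1.75 at RAB26, where it compares separate regions. It was lower than 1 at AARSD1 (0.897), TOR1B (0.737) and BTG2 (0.633), so a rise in rank was not always a rise in coverage. The 95% intervals of AEN (0.900 to 1.81), C19orf33 (0.703 to 1.52) and AARSD1 (0.647 to 1.25) included 1. A joint rise of p53 targets was tested on a list written by hand. Without AEN, BTG2 and CCNG1, whose values had been seen, the median change of 24 genes was −6.12 points, and 33.64% of random lists were as low or lower. With CCNG1, which fell, the median was −6.34 at 25 genes, and 31.35% of random lists were as low. A joint rise was not seen in this list.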
